A study of Mus musculus with 8 samples. Its data were reported in "miR-379 deletion ameliorates features of diabetic kidney disease by enhancing adaptive mitophagy via FIS1" (2021).

How the data were processed

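Glomerular mesangial cells from wild-type mice (WT MMC) and from mice carrying a deletion at miR-379 (miR-379KO MMC) were profiled by total RNA sequencing and by sequencing of RNA recovered with anti-AGO2 beads (AGO2-IP). AGO2 is the Argonaute protein that carries microRNAs to their target RNAs. The labels placed the 8 samples in 4 groups, WT total RNA, miR-379KO total RNA, WT AGO2-IP and miR-379KO AGO2-IP, with 2 replicates each, A and B.

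The values used were gene counts as the authors deposited them, in whole reads without normalization, one list per sample. Per the authors' methods, total RNA libraries were made with a stranded poly(A) mRNA kit, and AGO2-IP libraries were made from UV cross-linked, sonicated lysates by adapter ligation in the manner of small RNA libraries without size selection. The authors aligned reads to mm10 with TopHat and counted reads on UCSC RefSeq genes in reverse-stranded mode with htseq-count. Because the counting used strand, antisense genes were kept apart, whereas reads shared by near-identical gene copies were left out as not uniquely placed and genes of such families are uncertain. Each deposited count list closes with the number of reads outside genes, on ambiguous positions and not uniquely placed, which were used here to describe the libraries and not as genes. Reads outside genes are those that the strand-specific counting assigned to no gene. They can include reads antisense to a gene and, if only exons were counted, reads in introns.

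Each list held 24639 gene entries. Symbols were matched to the RefSeq annotation of GRCm38.p6 for coordinates, exon length, GC content and longest annotated 3′-UTR. Of the entries, 23602 matched by symbol, 716 by synonym and 62 carried a scaffold name, 259 did not match, and 98.7% had a match. A 3′-UTR sequence was found for 19111 entries, of which 776 contained GTCTACC, the match to bases 2 to 8 of miR-379-5p. Coordinates are 1-based and in GRCm38.p6.

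Differential expression was tested in edgeR 4.0.16 under R 4.3.3 with TMM factors, the filterByExpr filter with its default minimum count of 10, robust dispersions and the quasi-likelihood F test. Calls were made at a Benjamini-Hochberg adjusted p-value under 0.05. The cutoff given in the study's methods, a fold change over 1.5 with an unadjusted p-value under 0.05, was applied as well. By chance alone 5% of tested genes pass the p-value part of that cutoff. The comparisons of miR-379KO with WT MMC were fitted on the 4 libraries of each assay. The contrast of the AGO2-IP change with the total RNA change (called the interaction below), and the comparisons of AGO2-IP with total RNA within a genotype, were fitted on all 8 libraries. The latter also required a 2-fold difference. Gene sets were tested with camera from limma 3.58.1, called through edgeR, with an inter-gene correlation of 0.01 and adjustment over 11 tests. The sets were the 8 candidate targets and the 4 negative controls named by the study, the genes with GTCTACC in the 3′-UTR, and 85 nuclear respiratory chain subunit genes chosen by symbol. The mean statistic of the GTCTACC genes was also ranked among those of the 420 7-mers of the same base composition.

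The genes named were chosen by a rule. A list of 38 genes was fixed, made of the miR-379 locus, the candidate targets and controls, Ago2, genes of fibrosis and stress that the study discusses, and sex-linked genes. For each comparison, up to 5 genes per direction with the largest change were added, among those past the adjusted threshold, with a mean of at least 50 counts and no overlap between the groups' replicates. For AGO2-IP against total RNA, 3 genes per direction were taken. Where no gene passed, the 3 genes with the smallest p-values in each direction were taken and are reported as not passing. A gene that met the rule is not reported here and was not replaced. The tests, the gene sets, this rule and the alternatives listed first below were chosen before the data were examined.

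The letters A and B in the sample titles are shared by all 4 groups, so each fit was repeated with the letter as a replicate block. Whether same-letter samples deviated together was checked by the correlation of their deviations from the group means, taken across genes, which are not independent replicates. In total RNA this correlation was −0.11 over 10763 genes, so the crossed pairing, WT A with miR-379KO B, was fitted too. In AGO2-IP it was 0.04 over 4971 genes.

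Alternatives were DESeq2 1.42.0, voom with quality weights in limma, edgeR's exact test, RLE factors, TMM factors without the 20 most abundant genes, no filter on low counts, a minimum mean of 50 counts, all 8 libraries in one fit, an offset for GC content and exon length (lowess with a span of 0.3), the block with that offset, and omission of each replicate. For gene sets, an estimated inter-gene correlation and the fry rotation test were tried. After the data were examined, further alternatives were added. These were the crossed block, a block for each genotype and letter (called the culture block), subtraction of a background per kb of exon, TMM factors from genes with a mean of at least 50 counts in total RNA, and RLE factors for the gene sets. The culture block assumes that same-letter samples of both assays share a culture, which the labels do not state. The background was estimated in each AGO2-IP library as counts per kb over protein-coding genes with no count in any total RNA library, separately for autosomes, X and Y. The restriction to protein-coding genes was also made after the data were examined.

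The tests were checked on simulated counts drawn from the means and library sizes of the real genes, with 200 genes changed. The changed genes were taken only from those with a mean of at least 50 counts over the libraries fitted. The recovery therefore does not cover genes with fewer counts, such as Fis1 and Vegfb in AGO2-IP. For WT AGO2-IP against total RNA, the simulated calls did not require a 2-fold difference. Of genes changed 4-fold, 89% were recovered in the total RNA comparison (12169 genes tested), 98% in AGO2-IP (12183 genes), 51% in the interaction (15126 genes) and 89% in WT AGO2-IP against total RNA (13602 genes). Of genes changed 2-fold, 16%, 73%, 3% and 28% were recovered over those same genes. False calls made up 12.4%, 9.23%, 12.9% and 7.09% of the calls, so the share of false calls exceeded the 5% aimed at.

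Gene counts ranged from 5587611 to 22660743 per library. The widest 95% Wilson interval of a share of reads in any library had a half-width of 0.0365 percentage points. The smallest abundance visible, 3 counts of the library total, lay between 0.132 and 0.537 CPM of the library total. The CPM given for single genes are scaled by the TMM library sizes of the fit of their own assay. These intervals and floors cover counting error only, because PCR reads without molecular identifiers are not independent molecules. Coordinates and annotation were handled with Python 3.11.15, pandas 2.3.3 and pysam 0.24.0, matched gene lists and Wilson intervals with numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9. Local read enrichment at target sites within 3′-UTRs and microRNA-mRNA hybrid reads need aligned reads and were not analysed here.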

Results

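Total RNA and AGO2-bound RNA were counted by gene in WT MMC and miR-379KO MMC, with 2 replicates (A and B) of each genotype in each assay. Total RNA libraries held 17168230 and 17396022 gene counts in WT A and B and 22660743 and 17756814 in miR-379KO A and B. AGO2-IP libraries held 17095021 and 9586299 gene counts in WT and 6545652 and 5587611 in miR-379KO. No pair of replicates agreed within sampling noise, as the chi-square statistic per degree of freedom over genes was 123 in WT total RNA, 40.2 in miR-379KO total RNA, 22.3 in WT AGO2-IP and 3.56 in miR-379KO AGO2-IP.

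The make-up of the libraries differed between assays and, within AGO2-IP, between genotypes. The share of all listed reads assigned to genes was 78.2% ± 2.82 (SD, n = 2) in WT total RNA and 78.9% ± 0.121 in miR-379KO total RNA, compared to 26.9% ± 0.0541 in WT AGO2-IP and 11.6% ± 0.731 in miR-379KO AGO2-IP. The 45S ribosomal RNA precursor Rn45s took 77.5% ± 4.26 of gene counts in WT AGO2-IP and 73.0% ± 1.09 in miR-379KO AGO2-IP, against 6.89% ± 3.36 and 6.34% ± 0.994 in total RNA of WT and miR-379KO MMC. Lars2 took another 8.61% ± 0.171 and 7.04% ± 1.08 in WT and miR-379KO AGO2-IP. Without these genes, the AGO2-IP libraries held 1875037 and 1605632 counts in WT and 1308149 and 1115782 in miR-379KO. Reads outside genes made up 48.1% ± 2.20 of uniquely placed reads in WT AGO2-IP and 74.9% ± 2.10 in miR-379KO AGO2-IP, compared to 7.61% ± 1.69 and 6.73% ± 0.0708 in total RNA. The 95% Wilson half-widths of these shares were at most 0.0365 percentage points, so both differences between the AGO2-IP genotypes were larger than the counting error and larger than the spread between replicates.

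**Figure D1:**
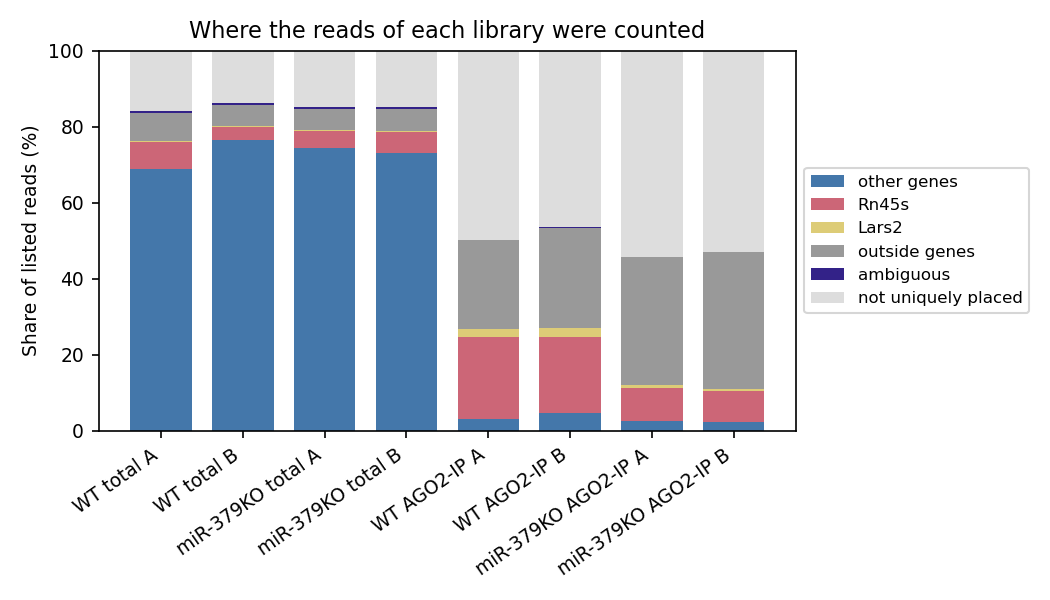
Share of all listed reads (%) in each of the 8 libraries that was counted on Rn45s, on Lars2, on other genes, outside genes, on ambiguous positions or not uniquely placed, as stacked bars. The share outside genes was 23.4% and 26.6% in WT AGO2-IP and 33.5% and 35.9% in miR-379KO AGO2-IP.

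The targeted microRNA was examined first, as a check of the labels. Mir379 (GRCm38.p6, chromosome 12, 109709060 to 109709125, plus strand) had 0 counts in each of the 4 total RNA libraries. In AGO2-IP it had 0 and 4 counts in WT A and B, and 1 and 0 counts in miR-379KO A and B. These values lie at or near the floor of 3 counts, so loss of the microRNA was not detectable in these gene counts. They neither bear out the genotype labels nor go against them. In total RNA the replicates of the genotypes overlapped for Xist and for the Y-linked Ddx3y, Eif2s3y and Uty. Those of the Y-linked Kdm5d did not, with 24.8 ± 0.739 CPM in WT and 20.6 ± 0.180 CPM in miR-379KO total RNA. The log2 fold change of Kdm5d was −0.27 ± 0.21 (SE, edgeR unadjusted p-value 0.249). Xist had 2, 0, 4 and 0 counts in the total RNA libraries, and the Y-linked Ddx3y reached 81.5 ± 28.3 CPM in WT and 71.5 ± 5.26 CPM in miR-379KO total RNA (n = 2 each).

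To ask which transcripts changed in level on loss of miR-379, miR-379KO total RNA was compared to WT total RNA. Of 12321 genes tested with edgeR's quasi-likelihood test, 0 passed the Benjamini-Hochberg threshold and the smallest adjusted p-value rounded to 1. An unadjusted p-value under 0.05 was reached by 91 genes, or 0.739%, where chance gives 5%. At the study's cutoff of 1.5-fold and unadjusted p-value, 84 genes were counted, 41 higher and 43 lower in miR-379KO. With the replicate letter as a block 0 genes passed the adjusted threshold and 123 had an unadjusted p-value under 0.05, while the correlation of same-letter samples was −0.11 across genes, which are not independent replicates. The crossed pairing gave 1 call, Egr3, named after its value was seen, with a log2 fold change of 2.24 and an adjusted p-value of 0.0106. The study's cutoff gave 102 genes with the letter block and 168 with the crossed block. The alternative that moved this last count most was the fit of all 8 libraries together, with 269 genes.

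Genes with small p-values in total RNA did not pass. Serpinb2 rose from 1.37 ± 0.0835 to 5.65 ± 1.18 CPM (log2 fold change 2.04 ± 0.39 SE, edgeR adjusted p-value 1). Capn11 had 1 and 0 counts in WT and 37 and 13 counts in miR-379KO, so no fold is given against a group under the floor. Lower in miR-379KO were Fbxo32 (−1.06 ± 0.26), Postn (−0.90 ± 0.23) and Actg2 (−1.47 ± 0.41). Actg2 had 639 ± 86.8 CPM in WT and 231 ± 122 CPM in miR-379KO. Of the 38 genes fixed in advance, 30 were tested, and 0 passed with adjustment over the list and 0 with adjustment over all genes, with 0 at an unadjusted p-value under 0.05.

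Sets of genes were then compared in total RNA with camera. The 8 candidate targets had a median log2 fold change of 0.11 (adjusted p-value 0.640, lower in 3 of 8 genes) and the 4 negative controls one of −0.00 (adjusted p-value 0.965). Fis1 (chromosome 5, 136953275 to 136966234) changed by 0.25 ± 0.26 (edgeR adjusted p-value 1), with 56.0 ± 14.9 CPM in WT and 66.4 ± 6.64 CPM in miR-379KO total RNA, a difference within the spread between replicates. Edem3 (chromosome 1, 151755344 to 151822328) changed by −0.51 ± 0.36. The 78 respiratory chain genes were higher in miR-379KO total RNA, with a median of 0.22 and 4 genes lower (camera adjusted p-value 2.87e-11). With the letter block the medians were 0.11 for the candidates and 0.24 for the respiratory chain (adjusted p-value 1.82e-14). The respiratory chain result depended on the inter-gene correlation assumed, as the adjusted p-value was 0.794 when camera estimated that correlation and 0.711 in the fry rotation test, at the same median.

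To ask which RNAs changed in their recovery with AGO2, miR-379KO AGO2-IP was compared to WT AGO2-IP. Of 13505 genes tested, 4173 passed the edgeR adjusted threshold, 2887 higher and 1286 lower in miR-379KO, so 69.2% of the calls were higher. The study's cutoff gave 5316 genes, 3520 higher and 1796 lower, and 5739 genes had an unadjusted p-value under 0.05. With the replicate block 3817 genes passed the adjusted threshold and 5232 the study's cutoff, where the correlation of same-letter samples was 0.04 across genes. The alternative that moved the adjusted count most was the requirement of a mean of 50 counts, with 274 calls, 234 higher and 40 lower. Scaling changed the split of the calls. With the offset for GC content and length, 1964 genes were higher and 1625 lower, and with TMM factors from genes with total RNA counts, an alternative chosen after the data were seen, 3482 were higher and 472 lower. These scalings took the median log2 fold change of all genes from −0.01 to −0.10 and to 0.20.

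The direction of the AGO2-IP change followed the level of the gene in total RNA. Among the 998 tested genes with 0 counts in all total RNA libraries, 882 were called higher and 4 lower in miR-379KO AGO2-IP, with a median log2 fold change of 1.94. Among the 3651 genes with a mean of over 1000 counts in total RNA, 7 were called higher and 963 lower, with a median of −0.45. Among called genes with a mean of at least 50 counts, those that rose most were Sycp2 (2.31 ± 0.28), Ms4a6c (2.26 ± 0.28), Csmd3 (2.20), Lrp1b (2.10 ± 0.24) and Abca13 (2.02), each with 5 counts or fewer in every total RNA library. Lrp1b (chromosome 2, 40595290 to 42653598) had 0 counts in total RNA, and 49 and 37 counts in WT AGO2-IP against 148 and 170 in miR-379KO AGO2-IP (adjusted p-value 4.24e-05). Those that fell most were Actg2 (−3.28 ± 0.28, adjusted p-value 2.32e-07), Mgp (−2.27 ± 0.26), Cx3cl1 (−1.81), Plac8 (−1.78) and Igfbp2 (−1.74). Actg2 (chromosome 6, 83512909 to 83536251) fell from 65.8 ± 11.3 to 6.74 ± 1.76 CPM in AGO2-IP.

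**Figure D2:**
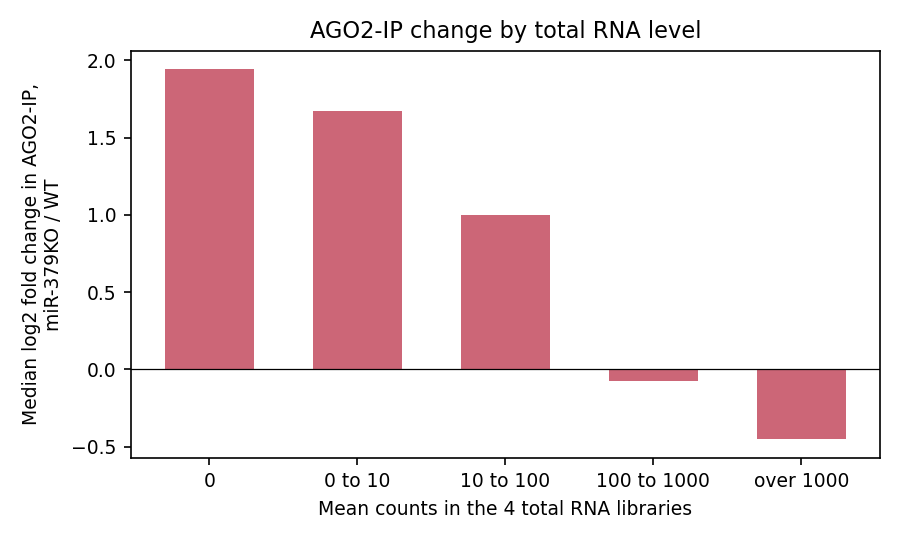
Median log2 fold change in AGO2-IP, miR-379KO over WT (vertical axis), for genes grouped by their mean counts over the total RNA libraries (horizontal axis). The median fell at each step, from 1.94 for genes with 0 total RNA counts to −0.08 for genes with 100 to 1000 and −0.45 for genes with over 1000.

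Genes without total RNA counts were used to measure, in the same way in every library, what AGO2-IP recovered in the absence of a visible transcript. This measure was chosen after the data were seen. The 5193 protein-coding genes with 0 counts in all total RNA libraries held 0.664% of the counts outside Rn45s and Lars2 in WT AGO2-IP A (95% Wilson interval 0.653 to 0.676%) and 0.525% in WT B (0.514 to 0.537%). They held 2.18% in miR-379KO AGO2-IP A (2.15 to 2.20%) and 2.91% in miR-379KO B (2.88 to 2.94%). The means were 0.595% ± 0.0985 and 2.54% ± 0.520 (SD, n = 2), so the difference between genotypes exceeded the spread between replicates. On the autosomal ones the counts per kb of exon were 1.40 and 0.945 in WT and 3.19 and 3.63 in miR-379KO. The ratio of X-linked to autosomal counts per kb lay between 0.454 and 0.562 in the 4 AGO2-IP libraries, and the ratio of Y-linked to autosomal ones between 0.387 and 0.599.

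**Figure D3:**
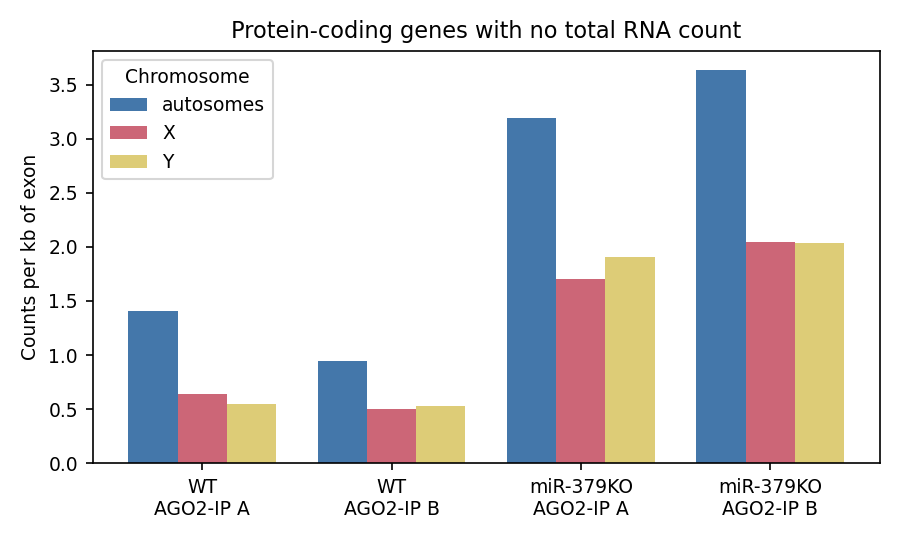
Counts per kb of exon on protein-coding genes with 0 total RNA counts, by chromosome class, in each of the 4 AGO2-IP libraries, as bars. Autosomal values were 1.40 and 0.945 in WT and 3.19 and 3.63 in miR-379KO, and X-linked and Y-linked values lay below the autosomal value in each library.

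Of the 38 genes fixed in advance, 31 were tested in AGO2-IP, and 13 passed both with adjustment over the list and with adjustment over all genes. Tgfb1 (−1.24), Fn1 (−1.25), Col4a1 (−1.01), Ctgf (−0.97) and Ddit3 (−1.14) were lower. Tgfb1, Fn1, Col4a1 and Ctgf each had over 1000 counts in every total RNA library. Of all genes at that mean level, 963 were called lower and 7 higher. None of these genes was compared with genes matched on expression level, so their falls cannot be told apart from that trend. Ppargc1a (2.44) and Xist (2.10) were higher, both with 6 counts or fewer in every total RNA library. In the imprinted locus of miR-379, Meg3 (−0.84 ± 0.25, adjusted p-value 0.0156), Rian (−0.87 ± 0.24, 0.00845) and Mirg (−0.95 ± 0.36, 0.0460) were lower in miR-379KO AGO2-IP and Dlk1 (1.12 ± 0.42, 0.0456) was higher. With DESeq2, Dlk1 (adjusted p-value 0.284), Mirg (0.272) and Ddit3 (0.106) did not pass. With the replicate block, Dlk1 (0.0525), Col4a1 (0.0507) and Ctgf (0.0518) did not, and Dlk1 also did not pass without the filter on low counts (0.0888). In total RNA the changes of Meg3, Rian, Mirg and Dlk1 were −0.64, 0.24, −0.47 and 0.87, and none passed the edgeR adjusted threshold.

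A target of miR-379 would be expected to lose AGO2 binding in its absence, so the candidates and controls were compared in AGO2-IP. The 8 candidates had a median log2 fold change of −0.42, with 7 of 8 lower, and camera gave an adjusted p-value of 0.0795 (0.0748 with the replicate block, at a median of −0.42). The 4 negative controls had a median of 0.17 and 0 of 4 were lower (adjusted p-value 0.920). Without the filter on low counts the median of the candidates was −0.63 (adjusted p-value 0.00334), and after the background was subtracted it was 0.00. The controls moved alike without the filter, to a median of −0.043, while the other genes rose to a median of 0.36. The candidates less the controls differed by −0.58 without the filter and by −0.59 with it. Relative to the controls, the candidates thus fell no further without the filter. Of single candidates, Txn1 and Slc20a1 passed the edgeR threshold. Txn1 (chromosome 4, 57943373 to 57956411) had 131 and 170 counts in WT and 84 and 56 in miR-379KO AGO2-IP (log2 fold change −0.92 ± 0.25, adjusted p-value 0.00903). Slc20a1 (chromosome 2, 129198773 to 129211615) fell by 0.69 ± 0.23 (adjusted p-value 0.0274). With DESeq2 neither passed, at adjusted p-values of 0.0840 for Txn1 and 0.129 for Slc20a1. The others were Vegfb (−0.84 ± 0.55), Hnrnpc (−0.45), Clta (−0.39), Edem3 (−0.34 ± 0.22), Fis1 (−0.08 ± 0.32) and Ap3s1 (0.01). Fis1 rested on 38 and 36 counts in WT and 39 and 22 counts in miR-379KO AGO2-IP.

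**Figure D4:**
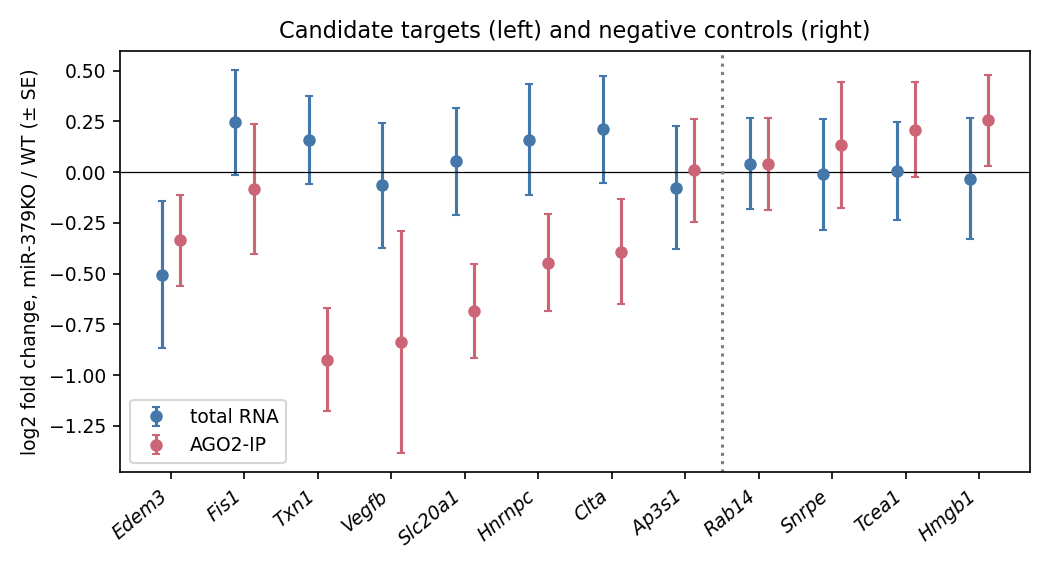
Log2 fold change, miR-379KO over WT, with its standard error for the 8 candidate targets and the 4 negative controls in total RNA and in AGO2-IP, from 2 replicates per group. The AGO2-IP values run from −0.92 for Txn1 to 0.01 for Ap3s1 among candidates and lie above 0 for the controls, whereas Rab14, Snrpe and Tcea1 move to −0.16, −0.08 and −0.01 without the filter on low counts.

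Whether the AGO2-IP change went beyond the change in total RNA was tested as an interaction over all 8 libraries. Of 17429 genes, 0 passed the adjusted threshold (smallest adjusted p-value 0.211), while 2733 had an unadjusted p-value under 0.05, 835 higher and 1898 lower. The replicate block gave 8 calls, 4 higher and 4 lower, where the correlation across genes of the same-letter WT and miR-379KO AGO2-IP samples was 0.02. Across the assays of one genotype, same-letter samples correlated at 0.22 in WT and 0.18 in miR-379KO, but miR-379KO total RNA and WT AGO2-IP, which share no culture, correlated at 0.17, and WT total RNA and miR-379KO AGO2-IP at −0.03. The culture block, chosen after the data were seen, gave 1108 calls, 131 higher and 977 lower. Whether same-letter samples of both assays share a culture is not stated by the labels, so this count rests on an assumption. The count moved most with the replicate block and the offset for GC content and length together, to 1863 calls, 43 higher and 1820 lower. Smallest in p-value without passing were Cmah (2.42 ± 0.42), A730017L22Rik (1.98 ± 0.36) and Zdbf2 (3.50 ± 0.67) in the higher direction, and Plau (−2.11 ± 0.38), Uchl1 (−2.16 ± 0.43) and Foxs1 (−1.81 ± 0.36) in the lower. With the replicate block Cmah, A730017L22Rik, Plau and Uchl1 passed, at edgeR adjusted p-values of 0.0150, 0.0347, 0.0173 and 0.0347. Of the fixed genes 33 were tested, and 5 passed with adjustment over the list against 0 over all genes. All 5 were lower, namely Tgfb1 (−1.37), Rian (−1.33), Ddit3 (−1.42), Ctgf (−1.53 ± 0.45) and Txn1 (−1.29 ± 0.40, edgeR p-value adjusted over the list 0.0309). Singly, these genes were not compared with genes matched on expression level. Relative to total RNA, the candidates fell by 0.80 at the median, with 8 of 8 lower (camera adjusted p-value 0.0404), and the controls had a median of −0.03 (adjusted p-value 0.920). With the replicate block the median of the candidates was −0.79 (adjusted p-value 0.0453). With RLE factors, which moved the median of all genes from 0.01 to 0.28, it was −0.56 (adjusted p-value 0.0644).

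The genes with a miR-379-5p seed match were compared to ask for a trace of the lost microRNA across the transcriptome. Their median log2 fold change was −0.05 in total RNA (567 genes, camera adjusted p-value 0.323), 0.02 in AGO2-IP (615 genes, 0.920) and −0.03 in the interaction (719 genes, 0.640). RLE factors turned the AGO2-IP median to −0.01 and the interaction median to 0.24. Among the 420 7-mers of the same composition, counted from the lowest mean statistic, GTCTACC ranked 406th in total RNA, 376th in AGO2-IP and 361st in the interaction, so in AGO2-IP, where a loss of binding would lower it, it did not lie among the motifs that fell most, and in total RNA, where a loss of repression would raise it, it lay near the upper end. Of the 8 candidates, Edem3 (chromosome 1, 151821022 to 151821028) and Fis1 (chromosome 5, 136966125 to 136966131) had the 7-base match in the 3′-UTR used here, and the other 6 had none.

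The 76 respiratory chain genes tested in AGO2-IP fell by 0.59 at the median, with 70 of 76 lower (camera adjusted p-value 1.28e-08), the opposite direction from total RNA. With the replicate block the median was −0.58 (adjusted p-value 9.08e-09). The estimated inter-gene correlation and the fry test left the median as it was, and the result did not pass with either (adjusted p-value 0.794 with the estimated correlation).

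AGO2-IP was compared to total RNA within each genotype to describe what the beads recovered, with the assay and the library protocol changing together. In WT MMC, 7507 of 17429 genes differed by at least 2-fold at the edgeR adjusted threshold, 6230 higher and 1277 lower in AGO2-IP. In miR-379KO MMC 10627 genes did, 7256 higher and 3371 lower. Of these, 5890 genes were higher in both genotypes and 1192 lower in both. With the replicate block the counts were 7473 and 10604. The requirement of a mean of 50 counts moved the WT count most, to 1829. With the offset for GC content and length, 4979 genes were higher and 4653 lower in WT and 5943 higher and 7298 lower in miR-379KO. The genes highest in AGO2-IP were small non-coding RNAs without poly(A) tails. Rmrp had 51444 and 33046 counts in WT AGO2-IP and 6 and 6 counts in WT total RNA (log2 fold change 16.10 ± 0.72, adjusted p-value 1.40e-10). Rpph1 had 24349 and 14585 counts in WT AGO2-IP against 1 and 2 in WT total RNA, and Snord15b had 20267 and 10449 against 1 and 0. Lowest were Mir703, Mir6236 and Bc1. The Bc1 entry listed on the X chromosome had 1600 and 2584 counts in WT total RNA and 2 and 0 counts in WT AGO2-IP. That entry had no match in the annotation. The symbol is not unique in the count lists, and its counts elsewhere are not given.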

Values the study reported

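The study reported that the miR-379KO mice carried a 36 bp deletion in the miR-379 region. It called genes differentially expressed in RNA-seq at a fold change above 1.5 with a P value below 0.05.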

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

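Chosen only after the results were seen were the tests of depth, of a few abundant genes and of a mislabelled sample for the counts on genes without total RNA, both tests of the reads outside genes, the test of how the candidate targets had been chosen, and for the respiratory chain the subtraction test, the comparison of the WT libraries and the interaction itself.

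Reads outside genes stood out as a signal in data that the gene comparisons leave aside. They made up 73.4% of uniquely placed reads in miR-379KO AGO2-IP A and 76.4% in miR-379KO AGO2-IP B, against 48.1% ± 2.20 (SD, n = 2) in WT AGO2-IP. As a share of all listed reads, the lower miR-379KO library was 6.92 percentage points above the higher WT library. That changes the denominator and not the depth, so it does not decide on depth as an explanation, but the listed reads did not separate the genotypes, at 63753610 and 35649144 in WT and 54121752 and 50516045 in miR-379KO AGO2-IP. Genomic DNA in the libraries was then tested. If counts per kb on autosomal genes without total RNA reads are taken on both strands and scaled to the 2726 Mb of the chromosomes, they give 0.958 and 1.09 times the reads seen outside genes in miR-379KO A and B (1.092 being the ratio farther from 1), and 0.513 and 0.544 times those seen in WT. By this rough scaling, the number of reads outside genes in the miR-379KO libraries is near what DNA spread evenly over the genome would give. The scaling applied the autosomal rate to X and Y, did not leave out exons and made no allowance for reads not uniquely placed. How close the ratio lies to 1 depends on these choices. RNA from introns or antisense to genes was not tested as a source. In WT the remaining reads have an origin that was not tested.

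Counts on genes without total RNA reads were the second signal of this kind. They came to 2.18% of counts outside Rn45s and Lars2 in miR-379KO AGO2-IP A and 2.91% in miR-379KO AGO2-IP B, against 0.595% ± 0.0985 in WT. The share in miR-379KO was 4.08 times that in WT without the 20 genes with most counts, so a few abundant genes did not account for it. After all AGO2-IP libraries were thinned to equal depth it was 4.24 times, but thinning leaves a share as it was on average, so this could not decide on depth. Over quintiles of exon GC content the ratio lay between 3.27 and 4.39 and was higher at high GC content, so GC content may add to the rise but does not account for it in any quintile. The 20 genes with most counts among them held at most 4.44% of their counts in a miR-379KO library, so a few genes did not hold most of them. Large multi-copy families would also spread their counts over many genes. Reads shared by near-identical copies had been left out, so the share could not decide on such families. The rise with a miR-379-5p seed match was 0.904 of that without (70 genes with and 3711 without), but loss of binding would lower recovery and these genes showed no transcript to be bound, so this ratio could not decide on loss of miR-379 binding. Genomic DNA was tested through the sex chromosomes. The cells are male by their Y-linked transcripts, so they hold a single X against a pair of each autosome, and DNA would put the X to autosome ratio between 0.4 and 0.6. It was 0.535 and 0.562 in the miR-379KO libraries, the higher being the value tested. The WT libraries gave 0.454 and 0.526, inside the same range, so the ratio does not bear on why miR-379KO held more. Whether RNA from these genes would give the same ratio was not tested. A mislabelled sample could not be tested with Mir379, which had only 5 counts over all 8 libraries, although both miR-379KO libraries lay above both WT libraries, which a single exchanged label would not give. Of the explanations tested, genomic DNA in larger proportion in the miR-379KO AGO2-IP libraries remains a candidate explanation. Depth, large multi-copy families and loss of miR-379 binding were not decided, and an exchange of labels between whole groups cannot be told apart by Mir379. Each genotype has 2 AGO2-IP libraries, so whether the proportion of DNA follows the genotype or the handling of those samples was not tested.

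The candidate targets changed differently in the 2 assays. The AGO2-IP change less the total RNA change was −0.80 at the median, lower in 8 of 8 genes, with a camera adjusted p-value of 0.0404. Over its alternatives that adjusted p-value ran from 0.0101 to 0.788. The AGO2-IP part was weighed against several explanations. Among 10000 random lists of 8 genes matched on mean AGO2-IP and total RNA counts, the median of −0.42 lay at percentile 50.4, in the middle of the lists' central 95% from −0.67 to −0.15, so genes of this expression level fell as far without being candidates. After a background per kb of exon was subtracted, the median was 0.00421 over the 7 candidates still tested. The controls rose alike, from 0.17 to 0.63, so the shift to 0 is no measure of how far background accounts for the candidates relative to the controls. The candidates were lower in 7 of 8 cases. However, the study drew on these AGO2-IP libraries for candidates other than Edem3, by reads at sites within 3′-UTRs. Whether that count owes to the choice therefore cannot be told. The study had other evidence. Edem3 came from its earlier work and Fis1 also from hybrid reads with miR-379. Fis1 and Txn1 were tested with luciferase reporters of their 3′-UTRs. Its quantitative PCR of AGO2-IP gave a significant fall for the candidates except Slc20a1. The interaction lay at percentile 26.7 of its matched lists. For the candidates as a set, a loss of AGO2 binding therefore cannot be told apart from expression level in gene counts. Of single candidates, Txn1 passed in the interaction with adjustment over the fixed genes (−1.29, edgeR adjusted p-value 0.0309) and not over all genes (0.235).

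Respiratory chain genes also changed differently in the 2 assays. Their AGO2-IP change less the total RNA change was −0.99 at the median over 79 genes, lower in 77, with a camera adjusted p-value of 1.70e-15 over 12 tests. After background subtraction it was −0.37, lower in 63 of 78 genes, with an unadjusted camera p-value of 8.3e-05. The AGO2-IP median was −0.18 after subtraction, with a camera adjusted p-value of 0.0622, so the fall shrank and no longer passed the threshold, and what remained is uncertain in AGO2-IP alone. Among 10000 lists matched on exon length and total RNA level, the AGO2-IP median lay at percentile 2.85, just inside the lists' central 95% from −0.59 to −0.42, so length and expression level remain a possible explanation. The rise in total RNA was set against the difference between WT replicates. WT B exceeded WT A by 0.57 at the median of the set, more than the 0.22 between genotypes. In miR-379KO, B exceeded A by 0.23, so a shift shared by the letter is part of that spread. Within letters miR-379KO exceeded WT by 0.43 in A and 0.093 in B, and the letter block raised the median to 0.24. The direction held in both letters, but with its size varying this much the total RNA part cannot be told apart from variation between cultures. The opposite changes cannot be told apart from gene length, expression level and variation between cultures, and a shift in mitochondrial transcripts remains a hypothesis.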

How the results depend on the processing

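All tests in this part were planned except those with the crossed block, the culture block, background subtraction, TMM factors from genes with total RNA, and RLE factors for gene sets, which were chosen only after the results were seen. The cause of the changes listed here was not tested unless a value is given for it.

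Over the alternatives for the comparisons, 107 recomputed values kept their direction and their side of the threshold (or stayed within 1.5 times the count). For total RNA, 0 genes passed the adjusted threshold (91 at an unadjusted p-value under 0.05). The alternatives computed for this count also gave 0 except the crossed replicate block, with 1 call. Neither voom nor the omission of a replicate was among them. At the study's cutoff, the count of 84 became 134 without a filter on low counts, 269 with all 8 samples in one fit and 168 with the crossed block.

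The 4173 calls in AGO2-IP became 802 with DESeq2, 274 with a mean of at least 50 counts, 686 with all 8 samples in one fit and 623 with background subtracted. Of the 4173 genes, from 3925 to 4130 kept their direction across the 4 comparisons that each left out one replicate, which leave an arm with 1 library and give no calls of their own. The 5316 genes at the study's cutoff became 3253 with DESeq2, 8301 without a filter, 731 with a mean of at least 50 counts and 1841 with background subtracted. The interaction went from 0 calls (2733 genes at an unadjusted p-value under 0.05) to 40 with DESeq2, 8 with the replicate block, 977 with the GC and length offset, 1863 with block and offset, 1108 with the culture block and 14 with background subtracted. It gave 2 calls with a mean of at least 50 counts (Cmah and A730017L22Rik, both at an adjusted p-value of 0.0413) and the same 2 genes with TMM factors from genes with total RNA (0.0348). The median of all genes in the interaction moved from 0.01 to 0.28 with RLE, 0.29 with DESeq2, −0.33 with the offset and 0.39 with TMM factors from genes with total RNA, so changes there are relative to the scaling. AGO2-IP against total RNA gave 1829 calls in WT and 3380 in miR-379KO with a mean of at least 50 counts, and 16163 in miR-379KO without a filter.

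Among gene sets, omission of the filter turned the controls to 0.0066 in total RNA and −0.043 in AGO2-IP, and brought the candidates in AGO2-IP to −0.63 and past the threshold. With an estimated inter-gene correlation, the respiratory chain in total RNA (0.22) and AGO2-IP (−0.59) and the candidates in the interaction (−0.80) no longer passed. The fry test gave the same medians, with those 3 results not passing and the seed match genes in AGO2-IP (0.022) passing at an adjusted p-value of 0.0432. With RLE factors the seed match genes in AGO2-IP turned to −0.010, the candidates in the interaction weakened to −0.56, and the controls and seed match genes in the interaction turned to 0.22 and 0.24. TMM factors from genes with total RNA gave −0.44, 0.35 and 0.36 for those 3 interaction results. With background subtracted, the candidates turned to 0.00421 and the seed match genes to −0.031 in AGO2-IP, and the respiratory chain weakened to −0.18. In the interaction the candidates weakened to −0.18, and the controls and seed match genes turned to 0.67 and 0.023.

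Leaving out one replicate at a time moved the set medians as follows. In total RNA the candidates ran from −0.0065 to 0.21 and the controls from −0.29 to 0.26. The seed match genes ran from −0.11 to 0.059 and the respiratory chain from −0.0077 to 0.55. In AGO2-IP the candidates ran from −0.67 to −0.30 and the controls from −0.028 to 0.35. The seed match genes ran from −0.00042 to 0.11 and the respiratory chain from −0.80 to −0.48. In the interaction the candidates ran from −0.91 to −0.32, the controls from −0.23 to 0.47 and the seed match genes from −0.12 to 0.25.

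Among named genes, Tcea1 turned to −0.0035 in total RNA with the replicate block. In AGO2-IP, DESeq2, no filter and RLE turned Ap3s1 to −0.021, −0.20 and −0.022 and Kdm5d to −0.016, −0.19 and −0.015. The omitted filter also turned Rab14 to −0.16, Snrpe to −0.079 and Tcea1 to −0.0069. In the interaction, DESeq2 and RLE turned Edem3 to 0.21 and 0.21, Ap3s1 to 0.13 and 0.13, Rab14 to 0.043 and 0.042 and Snrpe to 0.18 and 0.18, and the omitted filter turned Tcea1 to −0.10 and Hmgb1 to −0.031. Other named genes changed side of the threshold, with DESeq2 (10 weaker, 4 stronger), with no filter (2 weaker, 2 stronger) and with the replicate block (4 weaker, 4 stronger). The shares of reads per group moved in 7 of 8 cases when taken over uniquely placed reads.

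With same letters paired, the replicate block gave 0 calls (123 genes at an unadjusted p-value under 0.05) in total RNA and 3817 calls in AGO2-IP, whereas the crossed block moved total RNA as given above. In the interaction the replicate block gave 8 calls. The culture block, which pairs same-letter samples of the assays within a genotype, gave 1108. The simulated data recovered 3% of genes changed 2-fold in the interaction, the lowest share of the simulated comparisons. All of these genes had a mean of at least 50 counts. Low counts limit what can be said of Mir379, which had 5 counts in all, and whether depth or the kind of library is the reason was not tested.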

Other observations

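Chosen only after the results were seen were the test of GC content and length on the AGO2-IP calls and the test of the miR-379 locus in total RNA.

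The genes called between miR-379KO and WT AGO2-IP may owe their calls to a background spread over exons. After a background per kb was subtracted, 623 genes were called, 537 higher and 86 lower, and 575 of them were among the original 4173, so 13.8% of the calls were kept. The subtraction also took genes out of the test, and of the 2325 called genes still among the 9867 tested, 24.7% kept their call. The offset for GC content and length, which removed no gene, kept 58.0% of the calls. Some settings that subtract nothing also kept few, with 796 under DESeq2, 657 with all 8 libraries in one fit and 214 with a mean of 50 counts. Others kept most, such as RLE factors with 4132 and the exact test with 4056. The share kept therefore does not single out a background. Among genes with over 1000 mean counts in total RNA, the median change moved from −0.45 to −0.09 on subtraction. Among genes with 0 total RNA counts it moved from 1.94 to 2.91, over the 264 such genes still tested, so the subtraction does not level the genes that it leaves with counts.

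Total RNA gave fewer small p-values between genotypes than chance. The split by genotype gave 91 genes at an unadjusted p-value under 0.05, whereas the split of the same 4 libraries by replicate letter gave 1124 and the crossed split 807, with 0 adjusted calls in each. A factor that separates replicates within a genotype, such as the culture or the day of preparation, may be larger than the genotype effect here. The simulated data hold no such factor, so the recovery they show does not carry over to total RNA.

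The negative controls had a higher AGO2-IP change than matched genes. Their AGO2-IP median of 0.17 lay at percentile 100 of 10000 matched lists, whose central 95% ran from −0.77 to −0.16. The candidates less the controls differed by −0.59 in AGO2-IP, and by −0.63 after background subtraction. The study used these genes as controls because their AGO2-IP enrichment was not significantly changed between genotypes. A place above matched genes, most of which fell, may owe to that choice, but this was not tested. The candidates lay at percentile 50.4 of their own matched lists. Their difference from the controls therefore does not by itself show a fall beyond matched genes.

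For the seed match of miR-379-5p, the composition of 3′-UTRs was tested as an explanation of the small AGO2-IP change. The mean statistic of GTCTACC genes lay at percentile 89.5 of the 420 7-mers of the same composition, inside their central 95%. The AGO2-IP change is consistent with that of other motifs. In total RNA, where loss of a repressive microRNA would raise its targets, the percentile was 96.7, near the upper end and still inside the central 95%.

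Poly(A) selection of the total RNA libraries may explain many of the genes higher in AGO2-IP. Replication-dependent histone transcripts lack a poly(A) tail, and 92.5% of them, 49 of 53, were called higher in AGO2-IP than in total RNA in WT MMC. The same number was called in miR-379KO MMC. Over all tested genes the share was 35.8% in WT and 41.6% in miR-379KO. Enrichment over total RNA in these libraries therefore cannot be read as AGO2 binding.

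Lower Meg3, Rian and Mirg in miR-379KO AGO2-IP could reflect a lower RNA level of the locus. Their median change was −0.47 in total RNA and −0.87 in AGO2-IP, so the direction of the median was shared at a smaller size. However, Rian rose by 0.24 and none of the 3 passed a threshold in total RNA. The fall of Meg3 in total RNA rested on WT A, at 64.8 CPM. WT B, at 20.4 CPM, lay below both miR-379KO libraries, at 22.1 and 32.5 CPM. For Rian the total RNA change of 0.24 ± 0.30 (SE) gave no sign of a lower RNA level, although the replicates of the genotypes overlapped. The interaction of Rian was −1.33, with an edgeR p-value of 0.0272 adjusted over the fixed genes and 0.235 over all genes. A lower RNA level is therefore a less likely account of the fall of Rian, but is not excluded. Rian had over 1000 counts in every total RNA library. Among genes with a mean above that level, 963 were called lower and 7 higher in miR-379KO AGO2-IP. Rian was not compared with genes matched on expression level, so its fall cannot be told apart from that trend. For Meg3 and Mirg an effect on AGO2 recovery alone cannot be told apart from RNA level.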
